A study of Arabidopsis thaliana with 70 samples. Its data were reported in "Pseudouridine guides germline small RNA transport and epigenetic inheritance" (2024).

How the data were processed

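Small RNA from Arabidopsis thaliana was sequenced after enrichment for pseudouridine (Ψ, an isomer of uridine) or after a chemical treatment that marks it. In the enrichment assay, RNA bound by an antibody against Ψ (IP) was set against the RNA left in the supernatant (unbound). In the chemical assay, CMC binds Ψ and stops reverse transcriptase, so that RNA with Ψ is depleted from the library relative to a mock treatment. The 70 samples fell into 20 groups by their labels. Wild-type inflorescence had 5 IP and 5 unbound libraries and 8 CMC and 8 mock libraries. Wild-type pollen had 5 IP, 5 unbound, 2 CMC and 2 mock libraries. A second pollen set held 3 IP, 3 unbound and 3 input libraries each of Col-0 and of psd-13, a mutant of PAUSED (an exportin of tRNA). Inflorescence of psd-13 had 2 IP and 2 unbound libraries. Inflorescence of pus7 and of pus10, mutants of Ψ synthases, had 2 CMC and 2 mock libraries each. Groups came from the labels alone.

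The authors trimmed adapters, collapsed reads and mapped reads of 18 to 30 nt to TAIR10 with Bowtie, without mismatches and with multiple hits allowed. The versions of these tools and of the annotation release are not stated. Per the file headers, 58 files give RPM per annotated feature and read length, but each read was divided over its genomic hits and rRNA lay outside the total that was scaled, so the deposited values were treated as a normalised signal and whole reads could not be recovered from them. The 4 psd-13 inflorescence files hold deposited RPM values per transposable element only. The 8 files labelled pus7 and pus10 hold the authors' counts per sequence of 20 to 25 nt. Their values were identical, library by library, so they are 4 distinct libraries, and they are called the libraries labelled pus7 or pus10 here. The labels do not settle which genotype they hold. The methods of the study describe some replicates as separate preparations of the same RNA, and the labels do not say which, so some tests may treat technical replicates as biological ones.

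In the tables of features, the lowest values gave the worth of 1 read in each library and thereby its depth. Dividing RPM by that worth gave read equivalents. A count model could not be used on these files. The design fixed before the data were examined named edgeR on sequences for every comparison, but only the files labelled pus7 or pus10 held counts per sequence, so the other comparisons were fitted with limma on features. Features were summed over reads of 18 to 30 nt. Features with a mean above 10 read equivalents over the libraries of a comparison were tested on log2(RPM / TMM factor + 1), a scale that understates the change of low features, with the replicate pair as a block, the mean-variance trend, Benjamini-Hochberg adjustment and a threshold of 0.01. Interactions between treatment and tissue or genotype were tested in 1 fit with pairs as blocks. The tissue by CMC fit gave each library a weight (limma array weights), chosen after simulated libraries without weights gave 1102 false calls. Sequences of the libraries labelled pus7 or pus10 with a mean count above 10 were tested with edgeR's quasi-likelihood test, TMM and the pair as a block. For their comparison with wild type, these sequences were matched to the genome without mismatches (83.9 to 86.2% of reads matched), divided over hits and summed per gene over 20 to 25 nt in both sets.

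Replicate numbers paired the samples in wild-type inflorescence IP, wild-type pollen IP and wild-type inflorescence CMC. There, the correlation of the deviations of same-numbered libraries from their group means was 0.315 to 0.632, 0.139 to 0.305 and 0.197 to 0.701, and every pair was above 0.1. The block follows the study, which took IP with unbound and CMC with mock libraries as pairs. Unbound replicates 4 and 5 of wild-type inflorescence did not differ beyond sampling noise (chi-square per degree of freedom 1.01, against 1.09 for replicates 3 and 4 and 1.33 for 3 and 5, with replicate 4 the shallowest), so they were counted as 1 sample in means and SDs of that group (n = 4), and pairs 4 and 5 as 1 pair was an alternative.

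For each pair, the median of log2((treated RPM + 1) / (control RPM + 1)) was taken over miRNA genes, over the 20 to 22 nt reads and over the 23 to 25 nt reads of features outside miRNA, tRNA, rRNA, snRNA and snoRNA genes, and over transposable elements for psd-13 inflorescence. Medians were compared between groups on the deposited scale by two-sided exact permutation tests over pairs, with Benjamini-Hochberg adjustment over classes and a threshold of 0.05. Shares of reads by class were compared by two-sided exact sign-flip tests over pairs. The smallest p these tests can give is 0.00794 for 5 against 5 pairs, 0.1 for 3 against 3, 0.0222 for 8 against 2, 0.0476 for 5 against 2, and 0.0625, 0.0078, 0.25 and 0.5 for 5, 8, 3 and 2 pairs within a set. Files of features hold no sequences, so first and last bases and the tRNA fragment classes (3' CCA ends and the PUS7 motif UNUAR) were counted by sequence in the libraries labelled pus7 or pus10 only. In place of the planned test of those fragments against wild type, tRNA genes with or without UNUAR at positions 11 to 15 were compared. That split and the split of 3' CCA fragments at 22 nt were chosen after the data were seen.

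Features named in the report followed a rule with 2 parts. A list of 9 miRNA loci, fixed before the data were examined, was named where tested. Of these, the study's text describes Ψ for miR159b, miR403, miR447a and miR833a, found on these samples. It names miR845a and miR845b in another context, and it does not name miR159a, miR161 or miR829. In each comparison up to 3 features per direction with the largest change were named among those past the threshold that moved the same way in every pair, with a mean of at least 100 read equivalents. For sequences the plan also ruled out a shared stretch of 15 nt. Files of features hold no sequences, so there a feature was left out if its values or read-length profile closely matched one already named. Related genes that share reads can therefore both be named. Features outside the rule are said to be chosen after their values were seen. Names came from the TAIR10.1 annotation, and coordinates are those of that annotation for a locus, since the files give none. Transposable elements keep the identifiers of the files because the annotation used here does not list them. Values of related miRNA and tRNA genes share reads and are uncertain as to the single gene.

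Alternatives were other scalings (total count only, RLE), filters (none, mean above 50), a threshold of 0.05, reads of 20 to 25 nt only, no block, all pairs of an assay in 1 fit, leaving out each replicate, DESeq2 for sequences, and, chosen after seeing the data, pseudocounts of 0.1 and 10, array weights, subsets of replicates, and features with a mean above 10 in each group. Each model was tested on simulated libraries of the same depth, with a dispersion estimated per model and 200 features changed 4-fold. For wild-type inflorescence IP 190 of the 200 were recovered among 22434 features, for wild-type pollen IP 102 of 5416, for Col-0 pollen IP 0 of 3723, for psd-13 pollen IP 200 of 3136, for psd-13 inflorescence IP 200 of 16797, for inflorescence CMC 200 of 26447 and for pollen CMC 200 of 12744. The interactions recovered 21 (psd-13 by IP in pollen, 3401 features), 116 (psd-13 by IP in inflorescence, 15164), 27 (tissue by IP, 19816), 144 (tissue by CMC, 25096) and 200 (pus7 or pus10 by CMC, 9589), the inputs 200 (8520 features), and the sequence test 191 of 200 (152754 sequences). Unchanged features called numbered at most 12. The simulated spread was not that of every feature. In Col-0 pollen IP the real fit called 133 features, among them MIR159a at 2.03 ± 0.13 (SE), where the simulation recovered 0. The recoveries are therefore a rough guide to what could be found.

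The reads behind the scaled total ranged from 3153290 to 19932910 in inflorescence CMC, from 4689172 to 17622291 in its mocks, from 835912 to 5150147 in inflorescence IP and from 523900 to 29146223 in its unbound libraries. Pollen was shallower. Its IP libraries held 257661 to 1330531 reads, its unbound libraries 249962 to 2208335, its CMC libraries 679671 to 982758 and its mocks 1048439 to 1092599. Col-0 pollen held 479034 to 934721 (IP), 539642 to 625166 (unbound) and 724633 to 1168285 (input), and psd-13 pollen 307093 to 410068, 458872 to 1045905 and 811681 to 1000716. A feature at 10 read equivalents therefore rests on few reads in most pollen libraries. Reads carry no molecular identifiers, so precision estimated from read numbers covers counting error only. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.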

Results

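Small RNA libraries from inflorescence and pollen of Arabidopsis were compared after enrichment of pseudouridine (Ψ) with an antibody and after CMC treatment, which depletes RNA that carries Ψ. The 70 samples formed 20 groups, and the 8 samples labelled pus7 or pus10 were 4 distinct libraries because their files held the same values. Ratios of IP to unbound were taken in 5 pairs of wild-type inflorescence, 5 pairs of wild-type pollen, 3 pairs each of Col-0 and psd-13 pollen and 2 pairs of psd-13 inflorescence. Ratios of CMC to mock were taken in 8 pairs of wild-type inflorescence, 2 pairs of wild-type pollen and 2 pairs labelled pus7 or pus10. The psd-13 inflorescence libraries held 9464409 and 5527091 reads after IP and 13069008 and 12615797 reads in the unbound fraction. The libraries labelled pus7 or pus10 held total counts of 12807938 and 15082559 (mock) and 20556314 and 15057130 (CMC) over 9351331 sequences. Values are RPM per annotated feature, and fold changes are on the log2(RPM + 1) scale unless stated otherwise.

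The labels of psd-13 could not be checked on the mutated gene itself, PSD (AT1G72560). Its small RNA was 1.71, 4.43 and 2.76 RPM in the 3 Col-0 pollen inputs. In the 3 psd-13 inputs it was listed at 0, 6.99 and 0 RPM, which rests on at most 7 read equivalents. Small RNA of a gene is not its expression.

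The first comparison asked which small RNAs are enriched by the Ψ antibody in inflorescence. Of 22434 features, 413 differed between IP and unbound (limma, adjusted p below 0.01), of which 271 were higher and 142 lower after IP. The count depended most on the libraries. It was 10207 with replicates 1 and 2 only, 524 with replicates 3 to 5 only, 6369 with array weights, 59 with pairs 4 and 5 as 1 pair, and 0 without replicate 2, without replicate 3 or without replicate 5, where 5154, 7093 and 7363 features had an unadjusted p below 0.05. The median change over all features was -0.02. On the total count scale it was -0.10, and 53.1% of the calls were higher in place of 65.6%. Among 143 miRNA genes, 34 were lower after IP and 3 were higher, with a median change of -1.23. The 3 higher genes were MIR447a (AT4G03445), MIR447b (AT4G03455) and MIR833a (AT1G78478). MIR447b lies outside the naming rule, was chosen after its values were seen, and may share its reads with MIR447a. MIR447a (chromosome 4, 1528134 to 1528370) rose by 1.57 ± 0.20 (SE, adjusted p = 0.00728), from 517 ± 422 RPM (SD, n = 4) in unbound to 1793 ± 1584 RPM (SD, n = 5) after IP. MIR833a (chromosome 1, 29525151 to 29525337) rose by 1.52 ± 0.17 (adjusted p = 0.00526). Both rose in 5 of 5 pairs, and both lost their call whichever single replicate was left out, at adjusted p of 0.0167 to 0.031 for MIR447a and 0.0109 to 0.0263 for MIR833a. MIR172d (AT3G55512, chromosome 3, 20587904 to 20588027) fell by 5.23 on the log2 scale (adjusted p = 0.00294), from 1145 ± 1021 to 57.0 ± 59.2 RPM. MIR169d (AT1G53683) and MIR169g (AT4G21595) changed by -4.26 and -4.03, each lower in 5 of 5 pairs. Their unbound values were close (51.0 and 53.3 RPM), so these 2 genes may share reads and need not be separate changes. The calls of MIR172d, MIR169d and MIR169g were lost without replicate 2, 3 or 5, where their log2 changes were -5.36 to -3.85. The largest increases in named features were those of a tRNA gene, AT1G61910 (2.73 ± 0.37, adjusted p = 0.00927), and of the transposable elements AT3TE64285 (2.42 ± 0.23) and AT1TE65110 (2.40 ± 0.29). The increase of AT1G61910 was not called on the total count scale (2.65, adjusted p = 0.0109). Without a single replicate AT1G61910 and AT1TE65110 were never called (lowest adjusted p 0.0204 and 0.0141), and AT3TE64285 was called without replicate 1 alone (adjusted p of the others 0.0135 to 0.0226). With pairs 4 and 5 as 1 pair, 6 of the 8 named features called lost their call, namely MIR447a, MIR833a, MIR172d, AT1G61910, AT3TE64285 and AT1TE65110.

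Of the 9 listed miRNA loci, 2 were called over all features and 6 when adjusted over the list alone, namely MIR447a, MIR833a and MIR159b (higher) and MIR829, MIR845a and MIR845b (lower). The second count is not independent evidence, since the study reported Ψ in part of the listed miRNAs from these samples. MIR159b rose by 1.20 ± 0.25 in 5 of 5 pairs (adjusted p = 0.0238 over all features), and MIR159a changed by 0.33 ± 0.29 (adjusted p = 0.452). No change past the threshold was found for MIR161 (-0.13) or MIR403 (-0.44). Here and below, a value sums all reads of a miRNA gene, whereas the study named single mature forms. The values of MIR403 therefore cannot test the form of miR403 that it named.

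**Figure D1:**
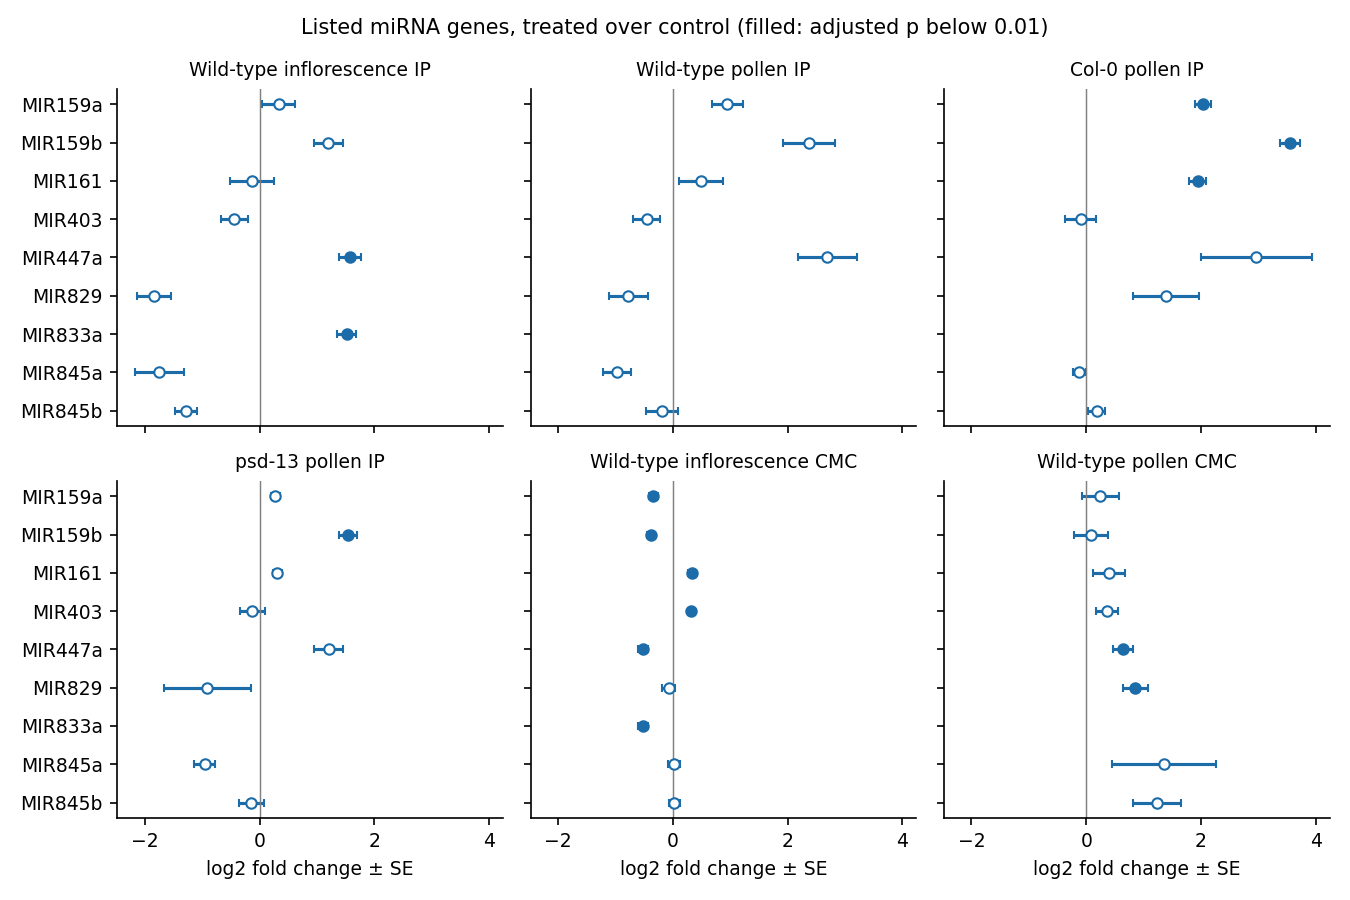
Log2 fold change (x axis, ± SE) of the 9 listed miRNA loci (y axis) for IP over unbound in 4 sets and CMC over mock in 2 sets, with filled points for an adjusted p below 0.01. MIR159b lies above 0 in each IP panel (1.20, 2.37, 3.55 and 1.54), and MIR833a is drawn only where it was tested.

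In wild-type pollen, 18 of 5416 features were called, 2 higher and 16 lower after IP (limma). The count was 549 with replicates 3 to 5 only, 121 among features with a mean above 50 (81 higher), 67 on the total count scale (28.4% higher in place of 11.1%) and 0 without replicate 3, without replicate 4 or without replicate 5, where 1259, 874 and 1074 features had an unadjusted p below 0.05. The median change over all features was -0.12. The 2 higher features were MIR396b (AT5G35407, chromosome 5, 13611798 to 13611932), which rose by 2.74 ± 0.29 (adjusted p = 0.00572) from 498 ± 178 to 3692 ± 2552 RPM (SD, n = 5), and the transposable element AT4TE16655 (2.92 ± 0.30, adjusted p = 0.00452), which was chosen after its values were seen. Of the lower calls, 14 were tRNA genes, led by AT1G52170, which fell by 5.67 on the log2 scale (adjusted p = 0.00407, 5.57 ± 3.08 RPM after IP and 457 ± 366 RPM in unbound), and AT2G38030, which fell by 3.22 on the log2 scale. MIR172d fell by 3.18 on the log2 scale (adjusted p = 0.00407). Without replicate 3, 4 or 5 MIR396b and these 3 lower features were not called, at adjusted p of 0.0122 to 0.0636, with MIR396b at log2 changes of 2.69 to 2.77. Without replicate 2 MIR396b and AT2G38030 were not called (adjusted p = 0.0114 and 0.0175). MIR159b (2.37 ± 0.45) and MIR447a (2.69 ± 0.51) rose in 5 of 5 pairs, at adjusted p = 0.0314 over all features for each. They were the 2 of 8 listed loci called when adjusted over the list alone, and none was called over all features, of which 1617 had an unadjusted p below 0.05 in limma.

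To ask whether enrichment differs between tissues, the difference of the IP effects was tested for each feature. Of 19816 features, 1 was called (limma), the tRNA gene AT2G03700, chosen after its values were seen (-6.92 ± 0.69, adjusted p = 0.00929), and 2985 had an unadjusted p below 0.05. With replicates 3 to 5 only 243 were called, and leaving out any single replicate number gave 0 calls with 2104 to 2757 features at an unadjusted p below 0.05 in limma. The median difference over all features was -0.21, and 0.22 on the total count scale. Among 562 tRNA genes the median difference was -3.21. By class, the median log2 ratio of 139 miRNA genes was -1.26 ± 0.22 (SD, n = 5 pairs) in inflorescence and 0.04 ± 0.32 (SD, n = 5) in pollen, a difference of 1.30 (exact permutation p = 0.00794, the smallest possible; adjusted p = 0.0238). With TMM factors it was 0.74 (exact permutation test, adjusted p = 0.0476). The 20 to 22 nt reads of 8173 features differed by 0.24 (exact permutation p = 0.0238, adjusted p = 0.0357), but pollen medians were exactly 0 in 4 of 5 pairs, 18.2 to 32.0% of the features were at 0 in both pollen libraries of a pair, and the difference was 0.03 among the 427 features with a mean above 10 in each tissue and 0.33 among the 1779 with a mean above 50 over all libraries (exact permutation test, adjusted p = 0.0238). The 23 to 25 nt reads of 16491 features differed by 0.21 (exact permutation p = 0.0794, adjusted p = 0.0794). This value was -0.02 with TMM factors and 0.41 among the 2192 features with a mean above 10 in each tissue (exact permutation test, adjusted p = 0.0357).

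**Figure D2:**
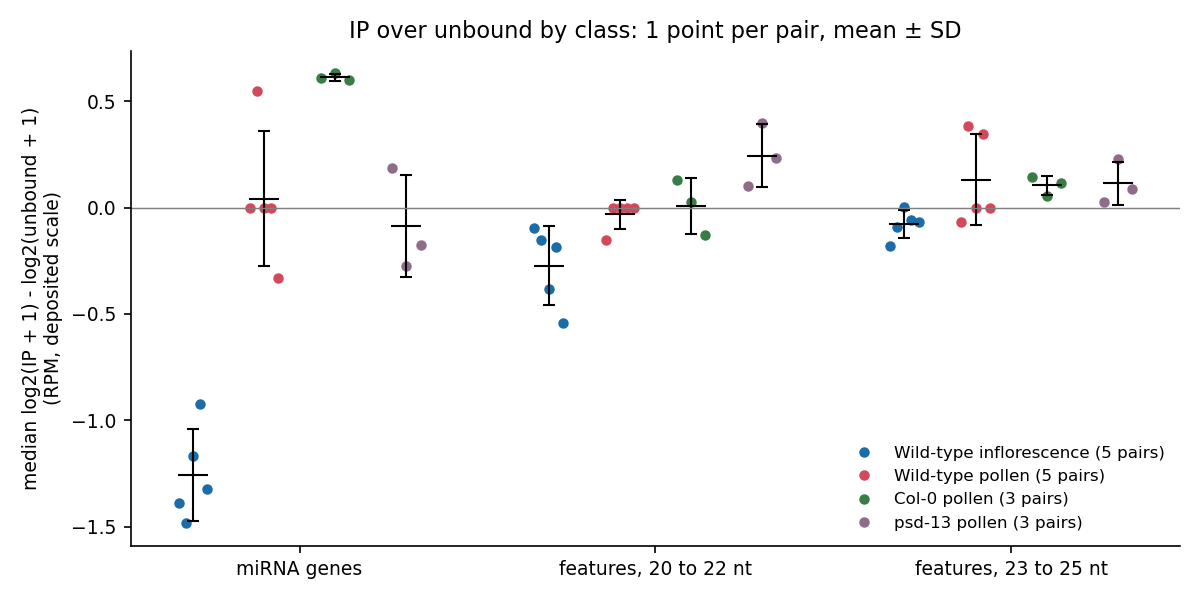
Median log2 ratio of IP over unbound (y axis, RPM + 1, deposited scale) by class of small RNA (x axis), with 1 point per pair and the mean ± SD for 4 sets. The miRNA genes of wild-type inflorescence (-1.26 ± 0.22) lie below those of wild-type pollen (0.04 ± 0.32), and psd-13 pollen (-0.09 ± 0.24) lies below Col-0 pollen (0.61 ± 0.02).

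The wild-type IP pairs were not alike. In inflorescence, ratios of pairs 1 and 2 correlated at r = 0.922 across features, pairs 3 to 5 at 0.328 to 0.592, and pairs from both subsets at 0.165 to 0.376. In pollen these values were 0.383, 0.631 to 0.732 and 0.158 to 0.291. Features are not independent replicates. The median log2 ratio of 571 tRNA genes in inflorescence was -0.96, -1.03, 1.91, -0.32 and 2.23 in pairs 1 to 5, while the share of reads in tRNA genes was 4.45 ± 1.32% (SD, n = 5) after IP and 2.24 ± 1.23% (SD, n = 4) in unbound, higher in 5 of 5 pairs (exact sign-flip p = 0.0625, the smallest possible; adjusted p = 0.156). The median gene and the summed share thus differed in sign in 3 pairs. The labels name no batch for these subsets. Within them, the difference in miRNA ratio between tissues was 1.57 for replicates 1 and 2 and 0.98 for replicates 3 to 5.

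**Figure D3:**
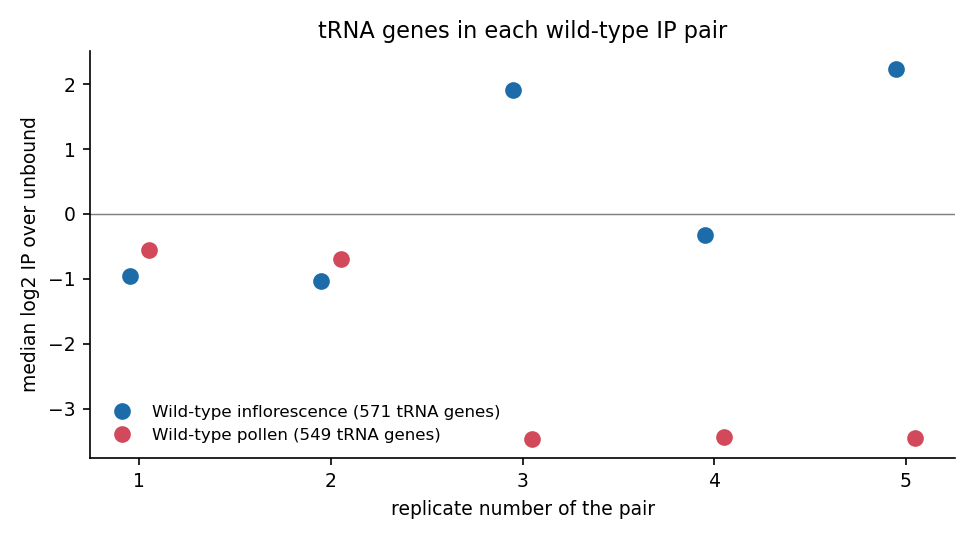
Median log2 ratio of IP over unbound (y axis) over the tRNA genes of each wild-type pair (x axis, replicate number). In pollen, pairs 3 to 5 lie between -3.47 and -3.44 and pairs 1 and 2 at -0.55 and -0.69. In inflorescence, pairs 3 and 5 lie at 1.91 and 2.23 and the others below 0.

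In the second pollen set, 133 of 3723 features were called in Col-0, 15 higher and 118 lower (limma), with 187 on the total count scale (23% higher in place of 11.3%), where the median over all features moved from 0.14 to 0.21. Without replicate 1 the count was 67, and without replicate 3 it was 35. Of the lower calls, 106 were tRNA genes, whose share of reads was 1.07 ± 0.03% after IP and 3.17 ± 0.21% in unbound (SD, n = 3 each), lower in 3 of 3 pairs (exact sign-flip p = 0.25, the smallest possible). MIR159b rose by 3.55 ± 0.17 (adjusted p = 0.000937), from 80.8 ± 13 to 1007 ± 105 RPM (SD, n = 3). MIR156b (AT4G30972) rose by 2.40 ± 0.24, and the protein-coding gene NEK1 (AT1G54510) by 4.14 ± 0.46 (adjusted p = 0.00964), a call lost without replicate 1 (3.54, adjusted p = 0.0122) or 3 (4.49, adjusted p = 0.0197). The tRNA genes AT1G52170, AT4G18725 and AT5G46595 changed by -3.95, -3.67 and -3.54. MIR159a (2.03) and MIR161 (1.94) were called as well, so that 3 of 8 listed loci were called over all features and 3 when adjusted over the list alone. Without replicate 3 the calls of MIR156b (2.23), MIR159a (1.98), MIR161 (1.80), AT1G52170 (-3.80) and AT5G46595 (-3.28) were lost, at adjusted p of 0.0184 to 0.0256, and without replicate 1 those of MIR161 and AT5G46595 (adjusted p = 0.0151 and 0.0122). The 2 sets of wild-type pollen libraries correlated at r = 0.690 (Spearman rho = 0.627) across 2929 features, which are not independent replicates. Of 142 features called in either set, 140 changed the same way in both, and 7 were called in both. Over all 2929 features 62.3% changed the same way. Without tRNA genes 56.4% did, and r was 0.513.

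In psd-13 pollen, 203 of 3136 features were called, 82 higher and 121 lower (limma). On the total count scale 295 were called, 66.8% of them higher in place of 40.4%, and the median over all features moved from -0.02 to 0.17. The count was 340 without replicate 1 and 0 with no filter (limma, 2265 of 26171 at an unadjusted p below 0.05). Named features included the snoRNA genes AT4G02555 (2.52 ± 0.21) and AT2G17295 (2.19 ± 0.12) and MIR156b (2.10 ± 0.11) in 3 of 3 pairs. AT1G57710, which the files list with tRNA genes and the annotation as a pseudogene, fell by 4.07 on the log2 scale, and the tRNA genes AT1G29210 and AT2G38030 changed by -2.5 and -2.40, each lower in 3 of 3 pairs. MIR159b rose by 1.54 ± 0.15 (adjusted p = 0.000321), from 140 ± 25.2 to 471 ± 86.6 RPM (SD, n = 3). It was the 1 listed locus of 8 called over all features, and 4 were called when adjusted over the list alone.

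Whether loss of PAUSED changes the enrichment was tested as an interaction. In pollen 0 of 3401 features were called (limma), 648 had an unadjusted p below 0.05, and the simulation recovered 21 of 200 features changed 4-fold. Without the block, 79 were called. MIR159a (-1.70 ± 0.15, adjusted p = 0.0546), MIR159b (-1.95 ± 0.25, adjusted p = 0.0803) and MIR161 (-1.57 ± 0.19, adjusted p = 0.0803) were less enriched in psd-13 and were the 3 of 8 listed loci called when adjusted over the list alone. The median ratio of 62 miRNA genes was 0.61 ± 0.02 in Col-0 and -0.09 ± 0.24 in psd-13 (SD, n = 3 pairs each), a difference of -0.70 (exact permutation p = 0.1, the smallest possible). It was -0.23 among genes with a mean above 50 and -0.45 when class values were summed, each at the same p. Differences of 20 to 22 nt reads (0.24, exact permutation p = 0.2) and 23 to 25 nt reads (0.01, exact permutation p = 1) depended on the setting. They were 0.51 and -0.20 among features with a mean above 50, and -0.085 and -0.31 when class values were summed, each at an exact permutation p of 0.1, the smallest possible.

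In psd-13 inflorescence, 5918 of 16797 transposable elements were called from 2 pairs (limma), 3052 higher and 2866 lower. In total counts 6523 were called, 69.8% higher in place of 51.6%, and the median over all elements moved from 0.00 to 0.19. Leaving out replicate 1 or replicate 2 gave 0 calls, with 313 and 271 elements at an unadjusted p below 0.05, in a fit that takes the spread from the other IP sets. AT1TE65110 rose by 3.33 ± 0.08 (579 ± 65.2 RPM after IP, 48.7 ± 5.17 RPM in unbound, SD, n = 2), followed by AT3TE72365 (3.23) and AT5TE81105 (3.08), and AT5TE47730, AT2TE26090 and AT4TE31925 changed by -2.87, -2.84 and -2.68. The difference from wild type was called for 0 of 15164 elements (limma, 1515 at an unadjusted p below 0.05). The median ratio over these elements was 0.03 ± 0.05 in wild type (SD, n = 5 pairs) and 0.18 in psd-13 (n = 2 pairs), a difference of 0.15 (exact permutation p = 0.0476, the smallest possible) that was -0.04 with TMM factors.

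In inflorescence, CMC changed 3890 of 26447 features, 1583 higher and 2307 lower than in mock (limma). The count was 195 with replicates 7 and 8 only, 4870 with replicates 1 to 6 only and 2508 without replicate 5. In total counts 4602 features were called, 64.4% higher in place of 40.7%, and the median moved from 0.01 to 0.06. Of 421 tRNA genes, 263 were lower and 0 higher (limma, 312 at an unadjusted p below 0.05). Reads in tRNA genes made up 1.33 ± 0.30% after CMC and 2.65 ± 0.63% in mock (SD, n = 8 each), lower in 8 of 8 pairs (exact sign-flip p = 0.0078, the smallest possible; adjusted p = 0.0391). The 8 pairs formed subsets, as chi-square per degree of freedom between CMC libraries was 1.97 to 4.80 within replicates 1 to 6, 1.37 for 7 and 8, and 10.4 to 14.6 across, so exact tests that take them as 8 independent units overstate the evidence if pairs within a subset are not independent. The tRNA gene AT3G48745 (chromosome 3, 18069078 to 18069149) fell by 6.97 on the log2 scale (adjusted p = 3.76e-09), from 639 ± 367 to 3.90 ± 2.16 RPM, and AT2TE28655 and the tRNA gene AT2G21700 changed by -5.01 and -4.71. AT5TE45260 (1.89 ± 0.24), AT4TE14150 (1.53 ± 0.21) and the non-coding RNA AT1G16635 (1.40 ± 0.16) rose in 8 of 8 pairs. Among 60 snoRNA genes, 25 were higher. Of 142 miRNA genes, 28 were higher and 29 lower. Of the 9 listed loci, 6 were called over all features, and 6 when adjusted over the list alone. MIR833a (-0.52 ± 0.08, adjusted p = 0.000953), MIR447a (-0.51 ± 0.09), MIR159b (-0.38 ± 0.07) and MIR159a (-0.34 ± 0.07) were lower, each in 8 of 8 pairs, and MIR161 (0.33 ± 0.08) and MIR403 (0.32 ± 0.05) were higher. These 6 changes were below 1 on the log2 scale, and 2 calls rested on single libraries. MIR159a lost its call without replicate 1, 2, 5, 6 or 8 (adjusted p 0.0112 to 0.0191), and MIR161 lost its call without any single replicate other than 6 (adjusted p 0.0144 to 0.0239).

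In pollen, CMC changed 1675 of 12744 features in 2 pairs, 1308 higher and 367 lower (limma). This fit took the spread of each feature almost wholly from the trend over features. The unadjusted p of AT1G61910 was 3.52e-59 (limma), for instance, which 2 pairs alone could not give. The calls are therefore not measured against each feature's own spread between replicates. RLE factors gave 1021 calls (94.9% higher), the total count scale 1553 (47.2% higher), and a fit without the block 0, with 1193 at an unadjusted p below 0.05. The median over all features was -0.05, and -0.36 on the total count scale. The tRNA gene AT1G61910 fell by 3.44 on the log2 scale, from 180 ± 79.2 to 12.2 ± 3.79 RPM (SD, n = 2), AT2TE01650 fell by 1.02 and the tRNA gene AT2G07763 fell by 0.94, a call lost without replicate 1 (adjusted p = 0.0376). These do not stand for tRNA genes as a whole, whose values pointed both ways. Of 198 tested, 55 were called higher and 31 lower, and their share of reads rose in both pairs (log2 0.12 and 0.098). Their median change was -0.25, however, with 43.4% of them above 0, and the share fell with reads of 20 to 25 nt only. MIR158b (AT1G55591), MIR156e (AT5G11977) and AT3G01240 rose by 1.87, 1.81 and 1.79. Of the 8 listed loci, MIR447a (0.63) and MIR829 (0.86) were called over all features and 3 when adjusted over the list alone. Neither was called on the total count scale, nor MIR447a without replicate 1 (0.34) or MIR829 without either replicate (0.67 without replicate 1). The difference between tissues was called for 2 of 25096 features (limma with array weights), the tRNA genes AT2G07763 (3.02 ± 0.30, adjusted p = 0.00406) and AT5G64735 (2.72 ± 0.31, adjusted p = 0.00879), and for 0 in total counts or without replicate 5, with 6047 and 4150 at an unadjusted p below 0.05. AT5G64735 also lost its call without replicate 4, 6, 7 or 8 (adjusted p 0.0104 to 0.0136). Without replicate 2, which leaves 1 pollen pair, 8555 were called, and 4771 without array weights. The median ratio of 20 to 22 nt reads over 13852 features was 0.16 ± 0.04 in inflorescence (SD, n = 8 pairs) and -0.10 ± 0.08 in pollen (n = 2), a difference of -0.26. For 23 to 25 nt reads over 20431 features these values were 0.01 ± 0.03, -0.39 ± 0.12 and -0.40. Both differences had exact permutation p = 0.0222, the smallest possible, and adjusted p = 0.0333. With TMM factors they were -0.03 and -0.15 (exact permutation tests, adjusted p = 0.467 and 0.0667). The miRNA genes differed by -0.09 (exact permutation p = 0.356), with the opposite sign (0.16) under TMM factors.

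The overlap of the assays was described across features, which are not independent replicates. In inflorescence, 101 of the 21338 features tested in both assays were higher after IP and lower after CMC, where 26 would fall together by chance (odds ratio 6.12, Fisher's exact p = 8.03e-36) and 50.1 when type and abundance of features are held equal. They comprised 63 transposable elements, 26 tRNA genes, 3 miRNA genes (MIR833a, MIR447a and MIR447b) and 9 others. In pollen, 0 features met both criteria with 2 higher after IP and 90 lower after CMC (limma, 0.0431 by chance), and 32 did at an adjusted p below 0.05, where chance gives 4.02.

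The libraries labelled pus7 or pus10 address 2 synthases, PUS7 with the motif UNUAR and PUS10, which modifies position 55 of tRNA. Of 152754 sequences, edgeR's quasi-likelihood test called 763 higher and 1968 lower after CMC at an adjusted p below 0.01. A stricter filter (mean count above 50) gave 767 of 29511, 108 higher and 659 lower. DESeq2 called 1077 of 137946, 97 higher and 980 lower, so the higher calls depended more on these settings than the lower ones. The lower sequences named were TTAGTTGGTGGAGCGATTTGTC of the rRNA gene AT2G01010 (counts of 258 and 344 in mock, 2 and 4 after CMC) and AATCCGACTGTTTAATTAAA and TCCTTCGATGTCGGCTCTTC of AT2G03875 (419 and 553 against 7 and 3, and 175 and 320 against 7 and 2). The annotation does not list AT2G03875 as rRNA. Its 2 sequences start at 8260 and 8999 of chromosome 2, however, inside the rRNA locus that the study used. The higher sequences named were ATGGACGTTGATAAGATCTTTC of the chloroplast genome (9 and 12 against 709 and 572), GGTCGCAAGGCTGAAACTTAAAGGA of AT2G01010 (10 and 13 against 363 and 230) and GCTTAACTGCGGAGTTCTGATGGG with 74 genomic hits (8 and 72 against 50 and 1065), which had an adjusted p of 0.0496 in DESeq2. The fitted log2 changes, in this order, were -6.92, -6.92, -6.03, 5.56, 4.28 and 3.48. The log2 share of reads with U as first base changed by -0.12 and -0.11 in pairs 1 and 2. That of reads with U as last base changed by -0.075 and -0.13. Reads with a 3' CCA end fell by 0.32 and reads with UNUAR fell by 0.38 in their log2 share (exact sign-flip p = 0.5 each, the smallest possible for 2 pairs). The tRNA reads without UNUAR, taken after the result was seen, changed by -0.57 (-0.40 and -0.74), so the fall was not particular to the motif. Among reads with a 3' CCA end, which numbered 14 to 487 per length and library, those of 22 to 25 nt fell by 1.76 and those of 20 to 21 nt rose by 0.68. A read of 22 nt that ends in CCA is the shortest to span position 55.

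**Figure D4:**
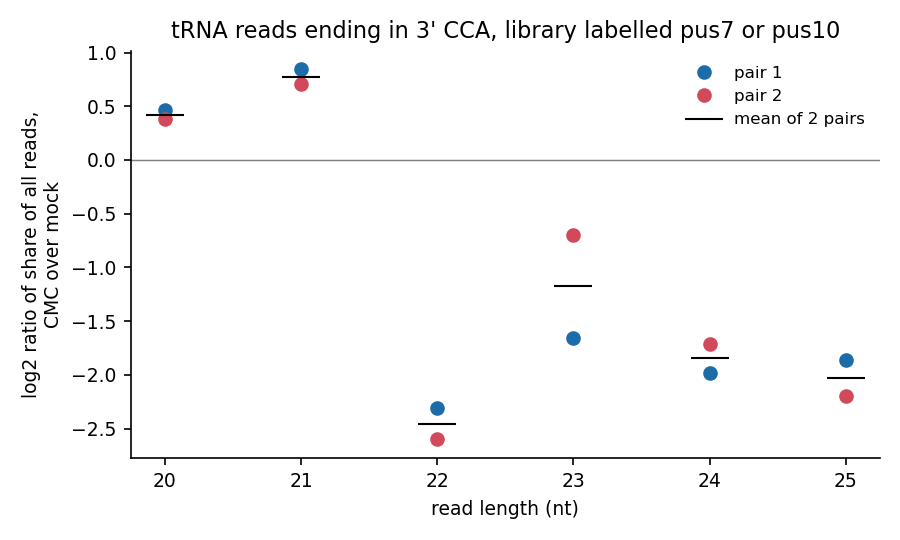
Log2 ratio of the share of reads, CMC over mock (y axis), for tRNA reads with a 3' CCA end by length (x axis, nt) in the 2 pairs labelled pus7 or pus10, with their mean. Reads of 20 and 21 nt lie between 0.38 and 0.84, and reads of 22 to 25 nt between -2.60 and -0.70.

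Compared with wild-type inflorescence, the CMC effect in these libraries differed for 35 of 9589 features (limma), 33 higher and 2 lower, with 23 in a fit without the block. Of the higher ones, 27 were tRNA genes, which were less depleted than in wild type. Named were AT2G30190 (2.71 ± 0.18, adjusted p = 6e-07), AT1G60840 (2.48 ± 0.19) and AT5G49435 (2.11 ± 0.13). The 2 lower ones, chosen after their values were seen, were MIR160b (AT4G17788, -1.36 ± 0.21) and MIR160c (AT5G46845, -1.18 ± 0.18). No feature was called lower without the block or without replicate 4, and 1 was without replicate 3, 5 or 7. Without replicate 6 or 8, 3 and 2 features were called lower. None of the 9 listed loci was called over all features or adjusted over the list alone (limma, 703 features at an unadjusted p below 0.05). MIR833a was at 0.265 RPM after CMC and 0.168 RPM in mock in these libraries, too low to measure its CMC effect. The 104 tRNA genes with UNUAR at positions 11 to 15 had a log2 ratio of summed values of -2.63 ± 0.23 in wild type (SD, n = 8) and -0.50 and -0.72 in the 2 pairs labelled pus7 or pus10, a difference of 2.02 (exact permutation p = 0.0222, the smallest possible). The 247 tRNA genes without it differed by 0.05 (exact permutation p = 0.822). Of the genes with the motif, 25 were called higher, 18 of tRNA-Gly and 7 of tRNA-His. Depletion remained for tRNA-Gln, at -3.68 in wild type and -2.94 in the libraries labelled pus7 or pus10. Genes without the motif were less depleted as well in tRNA-Ser (by 0.70, exact permutation p = 0.0222) and tRNA-Cys (by 0.68). Over 21 isotype sets the smallest adjusted p was 0.0933 (exact permutation tests), reached by sets already at the smallest possible p of 0.0222.

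**Figure D5:**
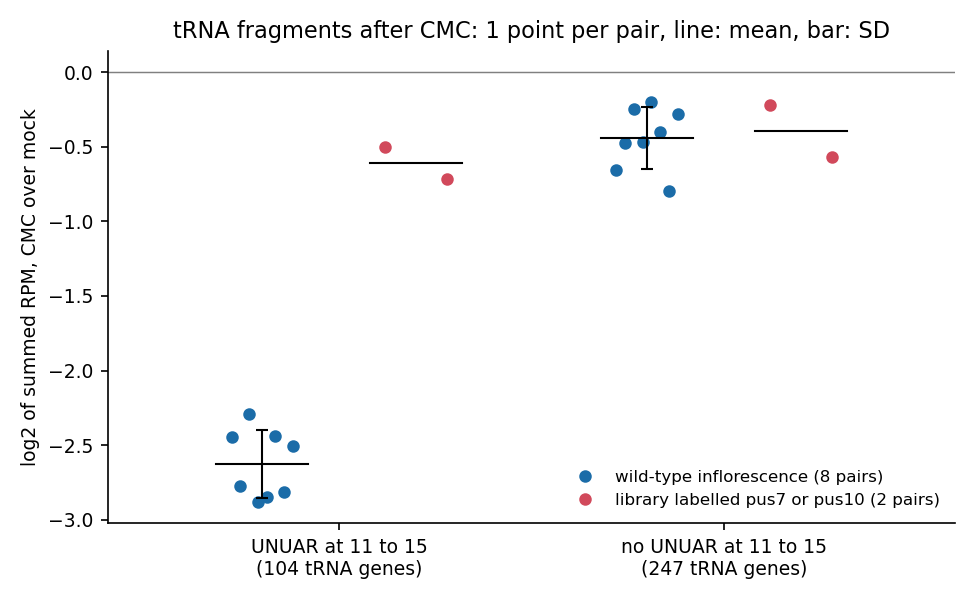
Log2 ratio of summed RPM, CMC over mock (y axis), for tRNA genes with and without UNUAR at positions 11 to 15 (x axis), with 1 point per pair, lines for means and bars for SD. With the motif, the 8 wild-type pairs lie between -2.88 and -2.29 and the 2 pairs labelled pus7 or pus10 at -0.72 and -0.50.

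The inputs asked whether small RNA levels of pollen differ between genotypes before IP. Between psd-13 and Col-0, 1671 of 8520 features differed, 735 higher and 936 lower in psd-13 (limma, 3 against 3 libraries), and the count was 565 without replicate 1 and 570 without replicate 2. The protein-coding genes AT3G28840 (4.91 ± 0.22), LCR17 (AT4G11760, 4.75 ± 0.25) and AAC2 (AT5G13490, 4.35 ± 0.20) had more small RNA in psd-13, at 504 ± 18.3 and 16.2 ± 6.45 RPM for the first (SD, n = 3 each). AT3G06150, AT1G66260 and AT4G02480 changed by -2.35, -1.58 and -1.49. Of 41 snoRNA genes, 17 were higher. None of the 8 listed loci was called over all features or adjusted over the list alone (limma, 3689 features at an unadjusted p below 0.05). The second pollen set differed between its own parts, as rRNA made up 81.5 to 85.1% of the summed values in its IP and unbound libraries and 71.1% (Col-0) and 63.7% (psd-13) in its inputs, and miRNA made up 0.240 to 0.467% against 4.18 and 5.35%.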

Values the study reported

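The study reported more than 50 mature miRNAs with pseudouridine in inflorescence. Of these, it found 4 by each of its 3 assays. They are forms of miR833a and miR159b, next to a form of miR447a and one of miR403.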

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

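The TMM factors, the filter at a mean above 50 and the counts of other splits of the samples were planned, and the other tests of technical explanations in this part were chosen after the result was seen.

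The IP ratio of miRNA genes differed between tissues by 1.30 (exact permutation p = 0.00794, adjusted p = 0.0238), with medians below 0 in 5 of 5 inflorescence pairs and above 0 in 1 of 5 pollen pairs. The values argue against scaling as the whole cause, since TMM factors left a difference of 0.74 (exact permutation test, adjusted p = 0.0476). They argue against low features, since the difference was 1.53 among genes with a mean above 50 and 1.27 among genes with a mean above 10 in each tissue. They also argue against a difference between subsets of replicates, since it was 0.98 within replicates 3 to 5, where 3 against 3 pairs cannot give an exact p below 0.1. A difference between the tissues in the Ψ content of miRNA may remain as a hypothesis. It was found and tested on the same data, and the 2 tissues also differed in depth, in the share of rRNA and, as far as the labels tell, in preparation, none of which was tested apart from the tissue.

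The 20 to 22 nt reads differed between tissues in their IP ratio by 0.24 (exact permutation test, adjusted p = 0.0357). Scaling may explain this, as TMM factors left 0.14 (exact permutation test, adjusted p = 0.381), and so may features with few or no reads in 1 tissue, as the difference was 0.028 among the 427 features with a mean above 10 in each. With a mean above 50 over all libraries it was 0.33 (exact permutation test, adjusted p = 0.0238), over 1779 features of which at most 427 can have a mean above 10 in each tissue. A difference of tissue stays open and was not tested apart from these.

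After CMC, the ratios of pollen differed from those of inflorescence by -0.26 for 20 to 22 nt reads and -0.40 for 23 to 25 nt reads (exact permutation tests, adjusted p = 0.0333 for each, 8 against 2 pairs). Features with few reads were argued against as the cause, since among features with a mean above 10 in each tissue the differences were -0.34 and -0.50. For 20 to 22 nt reads scaling is a candidate explanation, as TMM factors left -0.033. For 23 to 25 nt reads TMM factors left -0.15 at the smallest exact permutation p for this design (0.0222; adjusted p = 0.0667), so that scaling and a difference between tissues cannot be told apart with 2 pollen pairs.

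The IP ratio of transposable elements was higher in psd-13 than in wild-type inflorescence by 0.15 (exact permutation p = 0.0476, 5 against 2 pairs). TMM factors gave -0.038, but they were computed on these same elements and set their typical change near 0. That value therefore cannot tell scaling from a real shift, and scaling stays open. The tables of psd-13 list transposable elements only, so a shift of other classes could not be seen. A difference of genotype stays open.

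The IP effect differed between tissues for 1 feature in limma, the tRNA gene AT2G03700. Of 100 drawn splits of the pairs, 2 gave as many calls, the real one included, so chance can be excluded by that share alone. But another split gave 11 calls, and the call was lost whichever single replicate number was left out, so this gene is not taken as a difference between tissues. No technical explanation was tested for this gene.

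The CMC effect differed between tissues for 2 tRNA genes, AT2G07763 and AT5G64735. AT2G07763 (chromosome 2, 3495442 to 3495512) was 61.5 RPM after CMC and 153 RPM in mock in pollen, and 32.5 and 530 RPM in inflorescence. False calls may explain these, as the same fit called 12 unchanged features in simulated libraries. A difference between tissues stays open.

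For the libraries labelled pus7 or pus10, 35 features differed from wild type in their CMC effect, and tRNA genes with UNUAR at positions 11 to 15 were less depleted by 2.02 (exact permutation p = 0.0222, the smallest possible). The reads being counted anew in 1 set stays open, since tRNA genes without the motif, counted the same way, differed by 0.047 in sum but by 0.70 in tRNA-Ser. A weaker CMC treatment stays open, as values point both ways. The smallest adjusted p over 21 isotype sets was 0.0933 (exact permutation tests). The sets with it were already at the smallest possible p of 0.0222, so it cannot decide the question. The tRNA-Gln genes were still depleted at -2.94 and had lost 0.74, where tRNA-Gly genes with the motif, as depleted in wild type (-3.59), had lost 3.06. Of the sets without any call, tRNA-Pro with the motif lost 2.03 and tRNA-Glu with it 0.99, against 0.68 for tRNA-Cys without it. Of features depleted below -1 in wild type, the median loss was 0.70 for 93 tRNA genes with the motif, 0.53 for 27 tRNA genes without it and 1.17 for 11 other features. Reads shared between near-identical genes stay open for the count of calls, as with genes of the same first 15 nt counted once the association with the motif had an exact p of 0.152 (Fisher, 2 of 18 against 1 of 54). Loss of PUS7 activity may be another explanation, and batch is a further one, since no wild-type library is labelled as prepared with them. These were not tested apart.

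In the libraries labelled pus7 or pus10, 3' CCA reads of 22 to 25 nt fell after CMC and those of 20 to 21 nt rose. A shift of all reads to shorter lengths was argued against by the share of all reads of 23 to 25 nt, which changed by 0.0064 on the log2 scale. A block at position 55 was not tested apart from this pattern. With 2 pairs, the exact sign-flip p cannot go below 0.5, and no wild-type library could be compared, as those files hold no sequences. PUS10 modifies position 55, so a library without PUS10 should show no stop there. At each length of 22 to 25 nt, the share of 3' CCA reads fell in both pairs (log2 -2.60 to -0.70). If this fall is a stop at position 55, it argues against the label pus10. The weaker depletion of tRNA genes with UNUAR goes with the label pus7, but other explanations of it stay open. Neither result settles the genotype.

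Of 57 groups of 4 to 10 samples, 3 held a sample far from the others (5.26%). Chance flags about 1 in 20 groups. In wild-type pollen, the 20 to 22 nt IP ratio was -0.15 in replicate 1 and 0 in the others. Its IP library was the shallowest (rank 1 of 5), and depth cannot be told apart from other causes because the other 4 medians sit at 0 through features without reads. The log2 ratio of the rRNA share after IP was -0.40 in replicate 2 of wild-type pollen and 0.02 to 0.07 in the others, and it was the IP library that lay apart (52.8% rRNA against 64.6 to 73.0%). Depth was argued against as that library ranked 2 and the shallower one was not apart. Its unbound library was the shallowest of 5, but at 69.5% rRNA it lay within the range of the others (63.5 to 69.5%). MIR159b was at -0.73 in replicate 3 of inflorescence CMC and between -0.37 and -0.08 in the others. Its CMC library ranked 3 by depth and its mock library was not the shallowest, which argues against depth in the same way. No biological explanation was tested for these 3, since the labels do not tell replicates apart.

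For the counts of calls, the real split was 1 of 16 that part every pair in wild-type inflorescence IP and 1 of 16 in wild-type pollen IP, where chance cannot be excluded by that count. Of 84 other splits in wild-type inflorescence IP, none gave a call. In wild-type pollen IP, 1 of 84 other splits, which parted 3 pairs, gave 582 calls. The real split was 1 of 4 in Col-0 and in psd-13 pollen and 1 of 10 for the inputs, designs too small to exclude chance. All 10 of 10 splits gave 0 calls for psd-13 by IP in pollen (limma, 648 features at an unadjusted p below 0.05). In inflorescence CMC, 1 of 100 splits gave as many calls, so chance can be excluded.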

How the results depend on the processing

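Alternatives with pseudocounts of 0.1 or 10 for counts of calls, array weights or none, subsets of replicates, pairs 4 and 5 as 1 pair and a mean above 10 in each group were chosen after seeing the data, and the others were planned. For 16 counts of calls, 239 alternatives were run, of which 135 stayed within 1.5 times the count reported and 104 did not. For 56 other values that answer a comparison, 401 of the alternatives run kept their direction and side of the threshold, 43 lost it, 8 passed it and 41 reversed. For 80 named features, 1273 alternatives were run, of which 1007 kept both, 211 lost their call, 54 gained one and 1 reversed. Among named features, 76 of 80 kept both under RLE, 72 of 80 on the total count scale, 46 of 80 without a filter and 42 of 71 without the block. Where a result changed, the cause was not tested, except that subsets and left-out replicates hold fewer samples.

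With no filter, the calls were 134 (wild-type inflorescence IP), 0 (wild-type pollen IP), 24 (Col-0 pollen IP), 0 (psd-13 pollen IP), 0 (pollen CMC), 0 (tissue by IP), 0 (tissue by CMC) and 1017 (inputs) in limma. For those at 0, 4198, 2265, 8002, 4983 and 7594 features had an unadjusted p below 0.05.

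With a mean above 50, they were 121 (wild-type pollen IP), 465 (pollen CMC), 1 (psd-13 by IP in pollen), 6 (tissue by CMC), 878 (inputs) and 767 (sequences labelled pus7 or pus10). The 23 to 25 nt IP difference between tissues was 0.45 (exact permutation test, adjusted p = 0.0238) and that between psd-13 and Col-0 was -0.20 (reported 0.01). MIR161 (AT1G48267, psd-13 input in pollen) changed by 0.0026 in place of -0.19. With a mean above 10 in each group, the 20 to 22 nt IP difference between tissues was 0.028 and the 23 to 25 nt difference 0.41 (exact permutation tests, adjusted p = 0.881 and 0.0357).

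At an adjusted p below 0.05, they were 3399 (wild-type inflorescence IP), 313 (wild-type pollen IP), 334 (Col-0 pollen IP), 421 (psd-13 pollen IP), 9307 (psd-13 inflorescence IP), 7215 (inflorescence CMC), 17 (psd-13 by IP in inflorescence), 112 (tissue by IP), 297 (tissue by CMC) and 2737 (inputs), and the overlap in pollen was 32 features.

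Without the replicate block, they were 92 (wild-type inflorescence IP), 0 (wild-type pollen IP), 293 (Col-0 pollen IP), 336 (psd-13 pollen IP), 1690 (inflorescence CMC), 0 (pollen CMC), 79 (psd-13 by IP in pollen), 0 (tissue by IP), 0 (tissue by CMC) and 23 (pus7 or pus10 by CMC). For those at 0 in limma, 1418, 1193, 2178 and 2125 features had an unadjusted p below 0.05. With a block, the inputs gave 1269. Replicate numbers did not pair the Col-0 and psd-13 pollen libraries by correlation, so for them the fit without the block is a like choice.

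With all pairs of an assay in 1 fit, they were 90 (wild-type inflorescence IP), 438 (wild-type pollen IP), 41 (psd-13 pollen IP), 7 (psd-13 inflorescence IP), 2309 (inflorescence CMC), 4332 (pollen CMC) and 69 (tissue by IP).

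Scaling moved some counts of calls and some class medians. RLE gave 1021 (pollen CMC) and 2 (tissue by IP), and the total count scale 67 (wild-type pollen IP) and 0 (tissue by CMC, limma, 6047 at an unadjusted p below 0.05). With TMM factors, class differences in IP between tissues were 0.14 for 20 to 22 nt and -0.022 for 23 to 25 nt, that of 23 to 25 nt between psd-13 and Col-0 was -0.063, that of transposable elements between psd-13 and wild type was -0.038, and those in CMC between tissues were 0.16 for miRNA, -0.033 for 20 to 22 nt and -0.15 for 23 to 25 nt. With summed class values, they were -0.033 and 0.44 for IP between tissues (20 to 22 and 23 to 25 nt), -0.085 and -0.31 for psd-13 against Col-0, 0.0089 for transposable elements, and 0.82 and 0.16 for CMC between tissues (miRNA and 20 to 22 nt).

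With reads of 20 to 25 nt only, they were 10 (wild-type pollen IP), 29 (Col-0 pollen IP), 101 (psd-13 pollen IP), 1069 (pollen CMC), 3 (tissue by IP) and 7 (tissue by CMC). In inflorescence CMC, log2 shares were -0.0032 for 23 to 25 nt reads, -0.19 for miRNA and 0.30 for rRNA (exact sign-flip tests, adjusted p = 0.797, 0.0195 and 0.026), and in pollen CMC -0.35 for tRNA.

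A pseudocount of 10 gave 272 (wild-type inflorescence IP), 5 (wild-type pollen IP), 0 (tissue by IP, limma, 3738 at an unadjusted p below 0.05) and 514 (tissue by CMC), and a 23 to 25 nt IP difference between tissues of 0.090 (exact permutation test, adjusted p = 0.0317). A pseudocount of 0.1 gave 1 (psd-13 by IP in inflorescence), 0 (tissue by IP, limma, 2546 at an unadjusted p below 0.05) and 4 (tissue by CMC). Array weights gave 6369 (wild-type inflorescence IP), 284 (wild-type pollen IP), 1 (psd-13 by IP in pollen) and 350 (psd-13 by IP in inflorescence), and tissue by CMC without them gave 4771. DESeq2 gave 1077 sequences for the libraries labelled pus7 or pus10.

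With replicates 1 and 2 only, they were 10207 (wild-type inflorescence IP), 116 (wild-type pollen IP) and 0 (tissue by IP, limma, 4787 at an unadjusted p below 0.05). IP differences between tissues were 1.57 (miRNA) and 0.065 (20 to 22 nt), and that of transposable elements was 0.14, each at an exact permutation p of 0.333, the smallest possible. Log2 shares after IP were 0.032 for 20 to 22 nt reads in inflorescence and 0.44 for tRNA in pollen. With replicates 3 to 5 only, they were 549 (wild-type pollen IP) and 243 (tissue by IP), the differences were 0.98, -0.015 and 0.16, and log2 shares of rRNA after IP were 0.084 in inflorescence and 0.039 in pollen. With pairs 4 and 5 as 1 pair, they were 59 (wild-type inflorescence IP), 1 (psd-13 by IP in inflorescence) and 0 (tissue by IP, limma, 2276 at an unadjusted p below 0.05), and the difference of transposable elements was 0.14 (exact permutation test, p = 0.0667).

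Replicates 7 and 8 only gave 195 in inflorescence CMC, CMC differences between tissues of -0.32 (20 to 22 nt) and -0.46 (23 to 25 nt) and a difference of tRNA genes with UNUAR of 2.05, each at an exact permutation p of 0.333. With replicates 1 to 6 only the CMC differences between tissues were -0.25 and -0.39 (exact permutation tests, adjusted p = 0.0536 for each).

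Without the 10 most abundant features, log2 shares after IP were -0.089 (miRNA) and 0.17 (tRNA) in wild-type pollen, 0.0018 (20 to 22 nt) in Col-0 pollen, and 0.033 (20 to 22 nt) and -0.0071 (23 to 25 nt) in psd-13 pollen. After CMC they were 0.11 (20 to 22 nt) and -0.024 (23 to 25 nt) in inflorescence (exact sign-flip tests, adjusted p = 0.0104 for each), and 0.024 and -0.0093 in the libraries labelled pus7 or pus10. With rRNA and tRNA outside the total, shares in inflorescence CMC were -0.031 (20 to 22 nt), -0.012 (23 to 25 nt) and -0.15 (miRNA, exact sign-flip test, adjusted p = 0.0234).

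Leaving out single replicates gave 0 to 72 calls (wild-type inflorescence IP), 0 to 14 (wild-type pollen IP), 35 to 162 (Col-0 pollen IP), 168 to 340 (psd-13 pollen IP), 0 to 0 (psd-13 inflorescence IP), 2508 to 4357 (inflorescence CMC), 2450 to 5657 (pollen CMC), 0 to 0 (tissue by IP), 0 to 8555 (tissue by CMC) and 565 to 1149 (inputs). Counts at 0 came from limma, with 5154, 7093 and 7363 features at an unadjusted p below 0.05 in inflorescence IP (without replicates 2, 3 and 5), 1259, 874 and 1074 in pollen IP (without 3, 4 and 5), 313 and 271 in psd-13 inflorescence IP, 2104 to 2757 in tissue by IP and 4150 in tissue by CMC (without 5). Where 1 pair was left, all pairs of the assay were fitted together, so that the lone pair was assumed to vary like the other groups. IP differences between tissues ranged from 1.12 to 1.40 (miRNA) and from 0.16 to 0.32 (20 to 22 nt), those of psd-13 against Col-0 from -0.087 to 0.065 (23 to 25 nt) and those of transposable elements from 0.13 to 0.16. CMC differences between tissues ranged from -0.32 to -0.22 (20 to 22 nt) and from -0.48 to -0.31 (23 to 25 nt). Log2 shares after IP in wild-type pollen ranged from -0.071 to 0.047 (rRNA) and from -0.20 to 0.12 (tRNA). After CMC in inflorescence they ranged from -0.0034 to 0.027 (20 to 22 nt), from -0.0035 to 0.0089 (23 to 25 nt) and from -1.03 to -0.92 (tRNA), and in the libraries labelled pus7 or pus10 from -0.076 to 0.049 (20 to 22 nt) and from -0.024 to 0.037 (23 to 25 nt). The differences of tRNA genes ranged from 1.93 to 2.10 with UNUAR and from -0.16 to 0.22 without it.

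DESeq2 was not run on features, which hold no counts, nor for the overlap. Leaving out a replicate was not run for sequences of the libraries labelled pus7 or pus10, where no residual degrees of freedom remain. All pairs in 1 fit was not run for those sequences, and reads of 20 to 25 nt only changes nothing for them. Shares were not computed for psd-13 inflorescence, whose files list transposable elements only. Depth limits which features could be tested (5416 in pollen against 22434 in inflorescence for wild-type IP). In the simulation it did not alone set what was recovered, at 200 of 200 features for psd-13 pollen IP (307093 to 410068 reads, dispersion 0.0163) and 0 of 200 for Col-0 pollen IP (479034 to 934721 reads, dispersion 0.355). The real Col-0 fit called 133 features, so the recovery of 0 does not hold for all of its features.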

Other observations

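The overlap of the assays and the counts of calls were planned, and the tests of sampling noise, of feature type and abundance and of the spread between replicates were chosen after the result was seen.

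The wild-type IP pairs fell into 2 subsets by the correlation of their ratios across features, replicates 1 and 2 and replicates 3 to 5. If sampling noise of shallow libraries were the cause, the subsets should come together among abundant features. In inflorescence, among 727 features with a mean above 1000 read equivalents, the median correlation was 0.841 within subsets and 0.435 across them, which argues against noise as the whole cause. In pollen, correlations did not decide, as among 99 such features the lowest value within (0.680) was below the highest across (0.722). The share of reads in tRNA genes, a sum over many reads, was 1.65 and 1.67% in unbound libraries 1 and 2 and 10.2 to 11.8% in 3 to 5, which argues against noise as the whole cause there too. The labels name no batch, and no biological explanation was tested.

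More features were higher after IP and lower after CMC in inflorescence than chance gives. Feature type and abundance could explain part of the overlap of 101 features but not the whole, since 50.1 were expected with both held equal. Whether the remainder carries Ψ is a hypothesis, and features that share reads are not independent.

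Unbound replicates 4 and 5 of wild-type inflorescence did not differ beyond sampling noise (chi-square per degree of freedom 1.01). Replicates 3 and 4 were close to it (1.09), and replicates 3 and 5 were at 1.33. Replicate 4 was the shallowest (523900 reads) and so had the least power to differ, which leaves open whether 4 and 5 are 1 library. The IP libraries of Col-0 pollen differed from each other at 11.9 to 19.5 per degree of freedom, and the inputs of the second pollen set at 1.19 to 1.84.

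In the second pollen set, miRNA held 36717 and 26602 RPM in Col-0 (IP and unbound) and 16923 and 16826 RPM in psd-13, while the inputs held 162837 and 167577 RPM.

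Among the features of inflorescence, 3 miRNA genes were higher after IP and 29 were lower after CMC. The count quoted from the study is of mature miRNAs over several assays, so these counts of genes in single assays cannot be set against it.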
